A study of Homo sapiens with 6 samples.

How the data were processed

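RNA was measured in 6 libraries from IMR90 ER:Ras cells, 3 per group. IMR90 is an established line of human lung fibroblasts, and ER:Ras denotes a Ras oncogene fused to an estrogen receptor domain that responds to 4-hydroxytamoxifen (4OHT). Per the labels' protocols, cells received 200 nM 4OHT for 3 days, polyA RNA was prepared, and libraries were read on an Illumina HiSeq instrument as single 50 bp reads. The groups were cells given a scrambled control siRNA and cells given an siRNA against the long noncoding RNA sin-lncRNA. Group and replicate number came from the sample labels, and each column of the deposited table was matched to a sample by its replicate number and siRNA name. The knockdown columns carry an ending on the siRNA name that the labels do not explain.

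The authors deposited a single table of 57819 genes whose name speaks of normalized counts but whose values are log2 CPM (counts scaled to library size). The form was worked out from the values. In every library a lowest value is shared by the genes without reads, and undoing an offset of 0.5 reads and a library size gave whole numbers for 100% of the values. The deposited log2 values therefore hold log2 of reads plus 0.5 on a CPM scale set by an effective library size, and reads per gene could be recovered. The effective sizes were the library totals times factors between 0.989 and 1.009. The aligner, counting tool, strand setting, genome build and annotation release were not stated in the labels or the header. Because the strand setting was not stated, values of genes that overlap another gene, including antisense genes, are uncertain, as are those of genes with near-identical copies.

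The table's coordinates are given here as the table has them. Its build is not named and is not GRCh38: the last gene on chromosome 1 ends at 249231242 in the table and at 248937043 in the GRCh38 annotation (GENCODE 29), and only 364 of the 52337 gene IDs found in both have the same start. No coordinates were converted. GENCODE 29 transcripts were used for sequence, length and GC content, and matched by gene ID. The name sin-lncRNA was found as a synonym of RIPOR3-AS1 in a RefSeq gene table for GRCh38, whose Ensembl ID is in the table.

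Library totals, as recovered reads in genes, were 34065433, 30271192 and 50913672 for control replicates 1, 2 and 3 and 22117324, 23320608 and 27882280 for knockdown replicates 1, 2 and 3. A count of 0 allows up to 3 reads, or between 0.0596 and 0.134 RPM (reads recovered, on the same scale as CPM) depending on the library. These floors cover counting error only, since PCR copies are not independent molecules. Chi-square values between replicates of a group, per degree of freedom, ran from 2.87 to 11.0, so no replicate pair was as close as sampling noise alone would make it, and each library counted once.

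The design fixed before the data were examined assumed linear normalized counts with a pseudocount of 1. Since the table holds log2 values, limma 3.58.1 (R 4.3.3) was run on the deposited log2 values as they are, with lmFit and eBayes with an intensity trend, the group as the sole term and a two-sided test. Genes needed a mean of at least 10 normalized reads over the 6 libraries, which 19048 genes had. P-values were adjusted by the Benjamini-Hochberg method and called at 0.05. Fold changes are on the scale of log2 reads with the 0.5-read offset and understate large changes of genes with few reads. The offset amounts to more CPM in a shallower library. As every knockdown library was shallower than every control, it also shifts genes with few reads upward in knockdowns. The count-based tools edgeR and DESeq2 were not used. The exact permutation test of 3 libraries against 3 has a smallest two-sided p of 0.1.

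Genes named in the text were set by a rule fixed before the data were examined: the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 normalized reads and all 3 knockdown libraries on the same side of all 3 controls, plus the targeted lncRNA and a panel of 20 genes. Results of 3 of these genes are not reported here; counts over all genes, lists and the panel include them, and the group of genes with long matches to the lncRNA leaves them out. Also fixed were 12 gene lists holding 306 genes, of which 301 were tested: secretory phenotype (SASP), proliferation, p53 targets, TCA cycle, nuclear OXPHOS, mitochondrial genome, glycolysis, oxidative stress response, interferon response, unfolded protein response, cholesterol synthesis and extracellular matrix. Older symbols in the table were matched through a name table by gene ID. Lists were tested with camera (limma) at a preset correlation of 0.01, beside fry and camera with an estimated correlation, adjusted over the 12 lists.

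The fit was tested on simulated counts of 19048 genes, of which 200 were changed: 88.5% were called with the right sign, and 3.28% of calls were unchanged genes. With voom, 90.5% were called with the right sign, and 2.69% of calls were unchanged genes. The simulation gave every gene the same spread between libraries beyond sampling noise, and few genes were changed, whereas 41.0% were called in the data. Its shares are therefore not error rates of the calls reported here. The results were recomputed in 20 other fits: pseudocounts of 0.1, 1 and 5, no filter, a mean of at least 50, trimmed-mean scaling factors computed on the table, quantile normalization, eBayes without a trend and with robust estimation, the replicate number as a block, each library left out, voom on the recovered reads, all libraries thinned to 22117324 reads, removal of a GC and length trend (splines with 5 degrees of freedom; 97.4% of tested genes had values), and library totals without factors. Of these, pseudocount 1, voom, thinning, the GC and length correction and library totals were chosen after seeing the data. Thresholds of 0.01 and of an absolute log2 fold change of at least 1 were also tried.

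For the closing observations, words of 7 bases were counted in the 3′UTRs of 12646 tested genes. Each word present in and absent from at least 100 genes was scored by a z of the ranked log2 fold changes of genes holding it, after adjustment for 3′UTR length, GC content and expression. Gene order was permuted 100 times. The strongest word was also looked for in 1888 other antisense and lincRNA genes of GENCODE 29 whose number of tested words was within 20% of the lncRNA's. A word given a simulated shift was ranked 1 by this procedure. That shift was larger in size than the -0.07 seen for the strongest word, so detection of a shift of the observed size was not tested. Median changes of gene groups were set against 10000 random lists of like expression. A list of 8 aryl hydrocarbon receptor targets was written before its values were looked at. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used.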

Results

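IMR90 ER:Ras fibroblasts given 4OHT, which switches on Ras, were profiled by polyA RNA sequencing. They had received a control siRNA or an siRNA against sin-lncRNA (n = 3 libraries each). The comparison addressed what depletion of this lncRNA changes in the transcriptome of such cells. No group without 4OHT was included, so whether the cells were senescent was not tested. Every knockdown library was shallower than every control library: reads in genes numbered 34065433, 30271192 and 50913672 in controls and 22117324, 23320608 and 27882280 in knockdowns. The 10 most abundant genes held 8.53% ± 0.29 of reads in controls and 9.26% ± 0.23 in knockdowns (SD, n = 3). Mitochondrial genes held 4.37% ± 0.26 and 4.84% ± 0.24, respectively. The first principal component of the log2 values held 59.1% of the variance and set the groups apart, with controls at -28.0, -28.1 and -29.8 and knockdowns at 29.8, 28.7 and 27.5. The labels share a code and give each library a number of its own, whose meaning is not stated. As no libraries share a number, no within-batch value could be had. Depth and group cannot be separated by the libraries themselves, since all knockdown libraries had lower totals.

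The targeted lncRNA was examined first, as a check of the labels. It is listed in the table under its ID ENSG00000234693.1 and a clone-based name, as an antisense gene on the plus strand of chromosome 20 from 49262008 to 49278812 in the table's coordinates. In GRCh38, RefSeq places it at 50645471 to 50660291 under the name RIPOR3-AS1, and GENCODE 29 gives it 2 transcripts, the longest of 638 nt. It lies inside FAM65C (now RIPOR3), a gene on the minus strand from 49202645 to 49308065 in the table. None of the lncRNA's 964 exon bases in GENCODE 29 are shared with RIPOR3 exons (0 bases). Expression of sin-lncRNA was 4.17 ± 0.52 RPM (CPM without the 0.5-read offset) in controls and 0.556 ± 0.076 in knockdowns (SD, n = 3), or 13.3% of control. These values rest on 126 to 206 reads per control library and 11 to 15 per knockdown library. The log2 fold change was -2.86 (SE 0.18; limma, Benjamini-Hochberg adjusted p = 7.9e-07), the largest fall of the 19048 genes tested. The exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Of the alternative settings, a pseudocount of 5 moved this value most, to -2.60. FAM65C changed far less, from 9.71 ± 1.63 to 7.51 ± 0.73 RPM, with a log2 fold change of -0.36 (SE 0.12; limma, Benjamini-Hochberg adjusted p = 0.036).

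**Figure D1:**
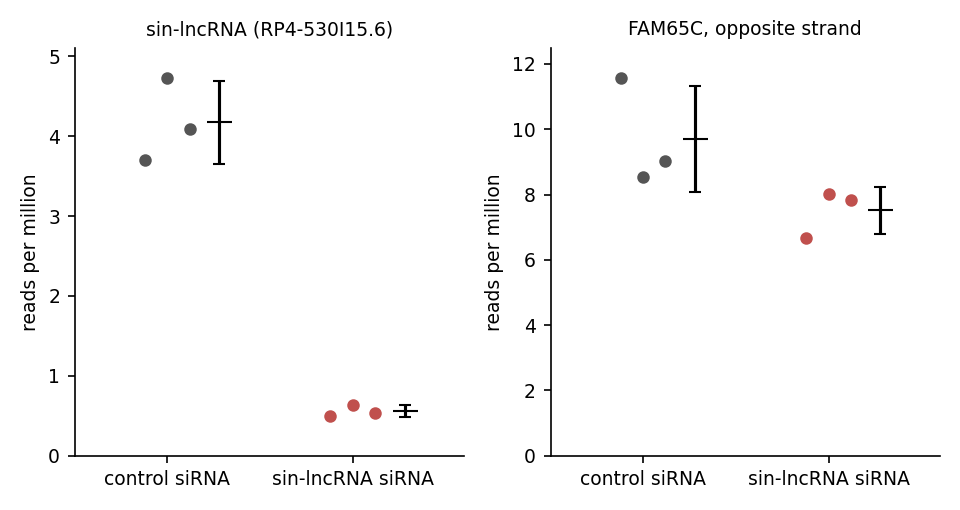
RPM (y axes, starting at 0) of sin-lncRNA and of the gene overlapping it on the other strand in each control and knockdown library; points are libraries, and bars show the mean and SD of 3. The knockdown libraries averaged 0.556 RPM of sin-lncRNA against 4.17 in controls.

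**Figure D2:**
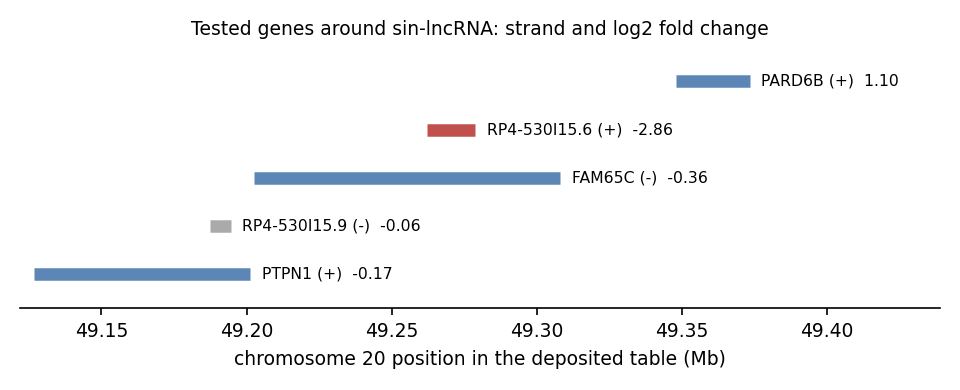
Tested genes around sin-lncRNA (red) by position on chromosome 20 in the deposited table's coordinates (x axis, Mb), each with its strand and log2 fold change; blue marks an adjusted p under 0.05 in limma and grey 0.05 or more. FAM65C, which contains the lncRNA, had a log2 fold change of -0.36.

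Across the transcriptome, 7805 of 19048 genes changed (41.0%; limma, Benjamini-Hochberg adjusted p under 0.05), of which 3325 were higher and 4480 lower in knockdowns. Most changes were small: the median absolute log2 fold change of the changed genes was 0.39. With an added threshold of at least 1 in absolute log2 fold change, which moved the count most, 561 genes remained (322 higher and 239 lower). The knockdown libraries lay wholly above or below the controls for 51.1% of genes, where chance gives 10%. The share of genes changed was 48.6% for the 13002 protein-coding genes and 24.6% for the 6046 other genes. These shares were not matched for expression, so they do not show an effect of gene type. Calls depended on read number: 7184 of the 7805 lay among the 15115 genes with a mean of at least 50 normalized reads. The median log2 fold change of all genes tested was -0.04. Leaving out control replicate 3, the deepest library, gave the lowest count of the 20 other fits, 5803 genes. With every library thinned to the smallest total, 7321 genes changed.

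Among the largest falls after the target were those of GABRA4, ARRDC4 and CERS1. GABRA4 (ENSG00000109158.6, chromosome 4, 46920917 to 46996424) went from 6.92 ± 0.42 to 1.57 ± 0.30 RPM (SD, n = 3). Its log2 fold change was -2.14 (SE 0.15; limma, Benjamini-Hochberg adjusted p = 1.9e-06). ARRDC4 (ENSG00000140450.7, chromosome 15, 98462784 to 98517068) went from 61.3 ± 0.5 to 16.5 ± 1.8, a log2 fold change of -1.90 (SE 0.07; adjusted p in limma, 5.5e-08). CERS1 (ENSG00000223802.3, chromosome 19, 18979361 to 19007536) went from 7.17 ± 0.50 to 2.00 ± 0.56 with a log2 fold change of -1.87 (SE 0.17; adjusted p in limma, 1.3e-05). It overlaps GDF1 on the same strand, so its reads are uncertain. GABRA4 overlaps GABRB1 on the opposite strand. Of these values CERS1 moved most with the processing, to -1.59 after the GC and length correction.

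The largest rises among genes that met the rule for naming were in CYP1B1, ADAM12, AGT, IL1RAP and MAMDC2. Among all genes tested, their ranks by size of rise were 2, 3, 5, 7 and 11. CYP1B1 (ENSG00000138061.7, chromosome 2, 38294116 to 38337044) rose from 5.39 ± 0.43 to 39.3 ± 1.7 RPM (SD, n = 3), a log2 fold change of 2.87 (SE 0.08; limma, Benjamini-Hochberg adjusted p = 8.4e-09). ADAM12 (ENSG00000148848.10, chromosome 10, 127700950 to 128077024) rose from 8.61 ± 1.97 to 59.2 ± 3.1, a log2 fold change of 2.80 (SE 0.13; adjusted p in limma, 1.1e-07). AGT (ENSG00000135744.7, chromosome 1, 230838269 to 230850043) rose from 1.10 ± 0.27 to 6.78 ± 0.98, a log2 fold change of 2.64 (SE 0.19), on 25 to 54 reads per control library. IL1RAP (ENSG00000196083.5, chromosome 3, 190231840 to 190375843) rose from 5.86 ± 0.58 to 34.0 ± 0.9, a log2 fold change of 2.54 (SE 0.08). MAMDC2 (ENSG00000165072.9, chromosome 9, 72658497 to 72841886) rose from 3.23 ± 0.53 to 16.4 ± 0.9, a log2 fold change of 2.36 (SE 0.12). Adjusted p-values in limma were 2.1e-06 for AGT, 1.8e-08 for IL1RAP and 2.0e-07 for MAMDC2. CYP1B1, ADAM12 and MAMDC2 overlap listed genes on both strands, and AGT and IL1RAP overlap listed genes on the same strand, so part of their reads is uncertain.

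**Figure D3:**
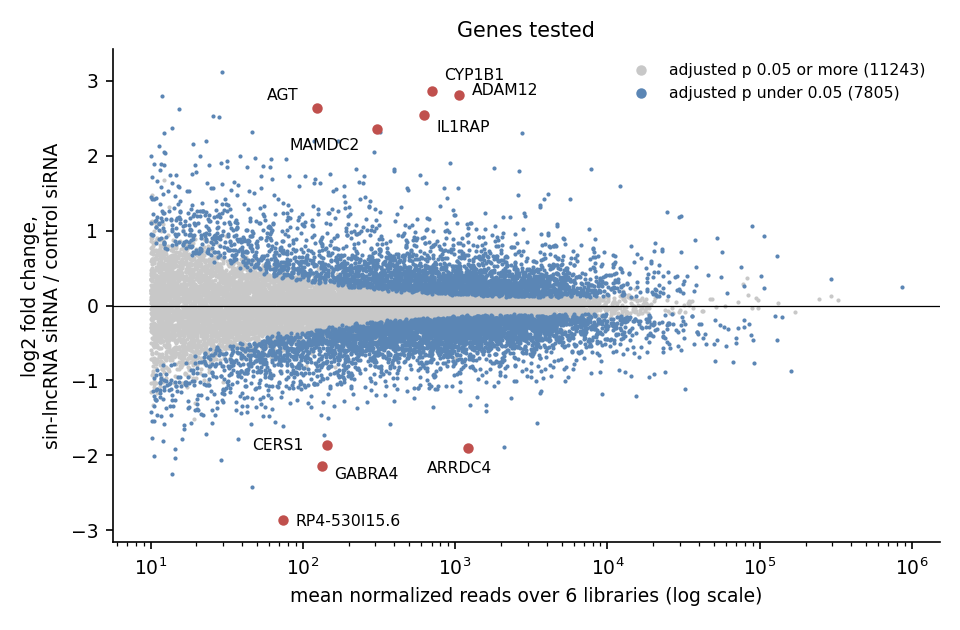
Log2 fold change of knockdown over control (y axis) against mean normalized reads over the 6 libraries (x axis, log scale) for 19048 genes; blue points are the 7805 genes with an adjusted p under 0.05 in limma, and red points are the genes named in the text by size of change. The targeted lncRNA lies lowest, at -2.86, and CYP1B1 is the highest of the named genes, at 2.87.

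Of the panel of 20 genes tied to senescence and to the mitochondrial enzymes DLST, OGDH and DLD, 13 changed when adjusted over all genes tested, 6 upward and 7 downward (limma, Benjamini-Hochberg). Adjusted over the list alone, 13 changed. CDKN1A rose from 1165.0 ± 90.6 to 2169 ± 121 RPM (SD, n = 3), a log2 fold change of 0.90 (SE 0.06; adjusted p in limma, 1.5e-06). Other genes that rose included GDF15 (log2 fold change 0.73), GLB1 (0.47), CXCL8, listed as IL8 (0.34), and RB1 (0.25). IL1B went from 18.7 ± 2.9 to 11.1 ± 0.1 RPM, a log2 fold change of -0.74 (SE 0.10; adjusted p in limma, 0.00023). OGDH went from 120.1 ± 4.2 to 76.7 ± 1.8, a log2 fold change of -0.65 (SE 0.05; adjusted p in limma, 2.0e-06). DLST (log2 fold change -0.09, SE 0.05) and DLD (-0.02, SE 0.05) did not pass the threshold. Other genes that fell included CDKN2A (log2 fold change -0.59), MKI67 (-0.43), IL1A (-0.42) and HRAS (-0.29). HRAS reads from the ER:Ras construct and from the cell's own gene were not told apart, and after the GC and length correction its log2 fold change was -0.03 (adjusted p in limma 0.836; range over the alternatives 0.00020 to 0.836).

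Several panel calls rested on single libraries or on the variance model. For CDKN2A (limma adjusted p 0.044), leaving out control replicate 1 gave a log2 fold change of -0.35 and an adjusted p of 0.148, and the call was also lost without control replicate 3 or without knockdown replicates 1 or 3. The other leave-outs moved the gene CDKN2A the other way, to -0.86 without control replicate 2 (adjusted p in limma, 0.00025) and -0.75 without knockdown replicate 2 (0.024). CDKN2A overlaps CDKN2B-AS1 on the opposite strand. MKI67 lost its call in limma without control replicate 2 (adjusted p 0.053), control replicate 3 (0.085) or knockdown replicate 2 (0.08985). IL1A lost it without control replicate 2 (adjusted p in limma, 0.110) or knockdown replicate 3 (0.085). Robust or untrended eBayes, which moved the panel count most, left 10 genes. GDF15 lost its call under robust eBayes (adjusted p in limma, 0.080), and CXCL8 lost it under untrended eBayes (0.064). LMNB1 (log2 fold change 0.03), CDKN2B (-0.03), CEBPB (-0.09), HMGB2 (-0.12) and IL6 (0.25) did not pass the threshold in limma. With a library left out, IL6 ran from 0.06 (without knockdown replicate 2) to 0.35, and HMGB2 from -0.20 (without control replicate 1) to -0.04 (without control replicate 2). CEBPB passed it once control replicate 2 was left out (log2 fold change -0.30; adjusted p in limma, 0.0099), and its log2 fold change was 0.04 without control replicate 1.

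**Figure D4:**
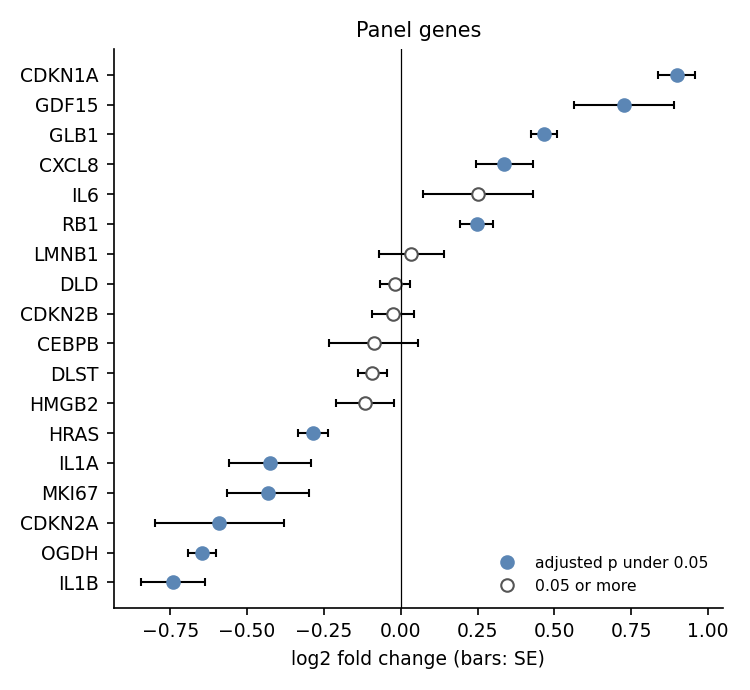
Log2 fold change of knockdown over control (x axis) for the panel genes reported here, with bars showing the standard error from limma; filled points have an adjusted p under 0.05 over all genes tested. CDKN1A lies highest at 0.90 and IL1B lowest at -0.74.

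Of the 12 gene lists, 10 differed from the other genes under camera at its preset correlation, 4 upward and 6 downward, and 10 changed under fry; 8 did so under both. With an estimated correlation, the alternative that moved this count most, 0 lists passed and 3 had an unadjusted p under 0.05. Camera at its preset correlation also called 3 to 9 lists in the 9 splits of the libraries that mix the groups, while fry called 0 there; each of these splits keeps part of the group difference and adds the rest to the residual spread. Cholesterol synthesis had the lowest median log2 fold change, -0.56, with 19 of 23 genes lower and 0 higher (limma camera adjusted p = 3.0e-10; fry adjusted p = 0.00036). Proliferation genes had a median of -0.49, with 22 of 32 lower and 1 higher (limma camera adjusted p = 8.4e-06; fry adjusted p = 0.028). Glycolysis had a median of -0.34, with 18 of 20 lower and 2 higher (limma camera adjusted p = 1.7e-06). The medians were -0.16 for oxidative stress response, -0.15 for the TCA cycle and -0.11 for nuclear OXPHOS, and all 3 passed both tests. Against random lists of like expression, these 3 medians were less extreme, at percentiles 4.09, 5.58 and 4.83, respectively. Cholesterol synthesis, proliferation and glycolysis each lay at percentile 0. Without control replicate 2 the nuclear OXPHOS median was -0.18. Of 24 p53 targets, 17 were higher and 3 lower, with a median of 0.37 (limma camera adjusted p = 9.9e-08; fry adjusted p = 0.0018). Extracellular matrix genes had a median of 0.38, with 13 of 23 higher and 6 lower (limma camera adjusted p = 0.00012; fry adjusted p = 0.00041).

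The remaining lists differed between the tests. Interferon response genes had a median of 0.32 (limma camera adjusted p = 0.0023; fry adjusted p = 0.062), with 7 of 20 genes higher and 0 lower. Single libraries moved this median, to 0.14 without knockdown replicate 3 and 0.61 without knockdown replicate 2. Mitochondrial genome genes had a median of 0.09 (limma camera adjusted p = 0.018; fry adjusted p = 0.148), and the camera call was lost without control replicate 1, control replicate 3 or knockdown replicate 1, with medians of 0.05, 0.07 and 0.04. Without control replicate 2 or knockdown replicate 3 the median was higher, at 0.15 and 0.14 (limma camera adjusted p = 0.0012 and 0.0039). The SASP list had a median of -0.04, with 10 of 27 genes lower and 3 higher (limma camera adjusted p = 0.157; fry adjusted p = 0.018), and -0.14 without control replicate 1. Its median was -0.10 without control replicate 2, -0.02 without control replicate 3 and -0.07 without either knockdown replicate 2 or 3. The unfolded protein response list had 7 genes higher and 7 lower of 20, with a median of 0.06 (limma camera adjusted p = 0.251; fry adjusted p = 0.040). Without control replicate 1 its median was 0.03.

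**Figure D5:**
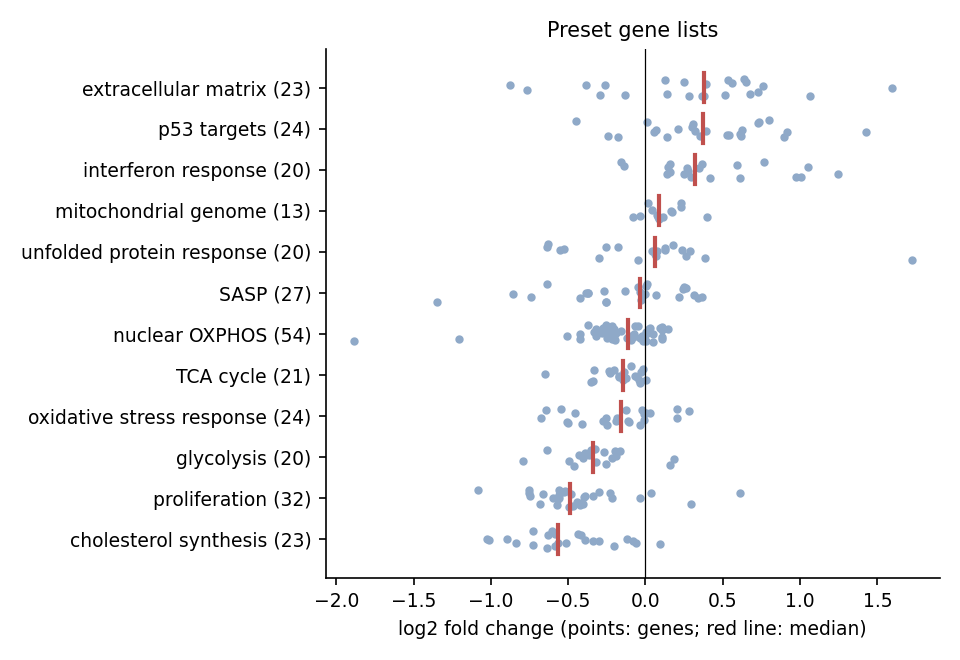
Log2 fold change of knockdown over control (x axis) of each tested gene on the 12 preset lists, with the number tested in brackets; points are genes, spread vertically for sight, and red lines are medians. Medians run from -0.56 for cholesterol synthesis to 0.38 for extracellular matrix.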

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

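The fall of the targeted lncRNA kept its direction and stayed past the threshold in all 20 other fits, with log2 fold changes from -2.97 to -2.60 (limma, adjusted p from 1.5e-08 to 0.00062). The 9 other genes with the largest changes under the rule for naming also kept direction and call in all 20 fits. Stricter thresholds moved the counts: an absolute log2 fold change of at least 1 left 561 genes (322 higher, 239 lower), and an adjusted p under 0.01 left 5195, both by construction. In the 20 other fits the number of genes changed ran from 5803 to 8178, and in the 6 that each left out a library from 5803 to 7330 (2599 to 3100 higher; 3204 to 4313 lower). The lowest was without control replicate 3. Quantile normalization moved the share of changed genes that were higher by 6.8 percentage points, the most of any scaling. Without a filter the median log2 fold change of all genes was 0.08, against -0.04 with it.

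Replicate numbers are shared between the groups in the labels, but equal numbers did not mark pairs: their deviations from the group means correlated at -0.15, -0.18 and 0.07. Control replicate 2 and knockdown replicate 1 correlated at 0.20, and control replicate 1 and knockdown replicate 2 at 0.17. On the second principal component (15.7% of the variance) these libraries lay at -18.4 and -19.9, and at 16.2 and 17.4, respectively. Structure shared by libraries of unequal number is therefore not excluded, and a block by replicate number does not remove it. With the replicate number as a block, 6454 genes changed and 10 lists and 11 panel genes passed, and the lncRNA's log2 fold change was -2.86. CDKN2A and MKI67 were not called in that fit.

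The number of lists was 9 to 10 with a library left out, 10 under fry and 0 with an estimated correlation; the cause of that drop was not tested. The panel count was 11 to 12 with a library left out and 10 at the lowest. Of the panel genes, CDKN2B, LMNB1, CEBPB and DLD reversed direction in some fits, with no call as reported nor in the fits that reversed them. Of all genes changed, 14 of the 7660 with GC and length values had the opposite sign after that correction, and 0 did in the other fits. CDKN2B reached 0.00644 under quantile normalization and ran from -0.093 to 0.039 with a library left out. LMNB1 ran from -0.059 to 0.12 and CEBPB from -0.30 to 0.043 with a library left out, and CEBPB was 0.14 after the GC and length correction. DLD was 0.016 under quantile normalization and 0.000751 with library totals, and ran from -0.045 to 0.0083 with a library left out. The cause was not tested. Among single genes 6 lost their call in at least 1 fit and 1 gained one; among lists the numbers were 10 and 2.

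The edgeR and DESeq2 alternatives planned for whole reads were not run; voom on the recovered reads called 7879 genes, and 99.0% of the 7805 genes were called with the same sign. Depth limits the lncRNA itself, with 11 to 15 reads per knockdown library.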

Other observations

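Tests of the overlapping gene, the other noncoding genes that hold the word, the neighbouring genes, the EEF1A1 family, the share of fallen genes lacking the word and the strongest positive word were chosen only after the result was seen. The siRNA sequences were not used here, so what follows about them is hypothesis.

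Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real split) gave as many as 7805 changed genes, and the other 9 gave 0, with 85 to 861 genes at an unadjusted p under 0.05. For the panel, too, 1 of the 10 splits gave as many as 13 genes, and the others gave 0. For the lists, 1 of the 10 splits gave as many as 10 under camera, but the others gave 3 to 9, and fry called 0 lists in those 9. Every mixed split keeps part of the group difference in its fold changes and puts the rest into its residual spread. Lists called by camera there are therefore not necessarily false calls, and counts of 0 for genes, panel and fry were to be foreseen for so strong a difference. With 10 splits the share cannot go below 0.1. The lower depth of the knockdown libraries left most calls in place: after all libraries were thinned to the smallest total, 90.7% of the changed genes kept their call and sign. After the GC and length trend was removed, 87.3% did. These values argue against either one as the whole cause of the count.

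The gene on the other strand fell far less than sin-lncRNA. FAM65C had a log2 fold change of -0.36 (SE 0.12; limma, Benjamini-Hochberg adjusted p = 0.036), against -2.86 for the lncRNA. This difference in size argues against reads of FAM65C as the cause of the lncRNA's fall.

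The siRNA itself may have lowered some genes directly. Of 15962 words of 7 bases tested in 3′UTRs, the one with the most negative shift, TTGGTCC, is among the 901 tested words of the sin-lncRNA transcripts and occurs once in the longest, at bases 401 to 407. The most negative lncRNA word thus had rank 1 among all words (z = -9.99), and 0 of 100 permutations of gene order gave as low a z for lncRNA words (lowest, -4.22). The permutations show that the word goes with the changes, not that it belongs to the lncRNA. By number, 5.64% of all words tested are lncRNA words, and 3.60% of 1888 other antisense and lincRNA genes with a like number of words hold this word. Of the 11 words past the permuted range, many of which overlap each other, the lncRNA holds 5, and 0.583% of those other genes hold as many. The 100 most negative words include 12 lncRNA words, against 5.64 expected. Whether the strongest word lies in the lncRNA by chance cannot be told apart with these shares, which lie on both sides of 5%. After the GC and length correction it was still first, with z = -9.95. A short seed region of an siRNA pairs with such words, so the pattern is consistent with an siRNA whose seed matches that place in the lncRNA. The effect per gene was small: the 1036 genes holding the word differed by -0.07 in median log2 fold change from the rest. The word was found in 11.3% of the 3378 genes that fell, 15.7% of the 153 that fell by at least 1 on the log2 scale, 7.06% of the 6443 not called and 7.01% of the 2825 that rose. Of the genes that fell, 65.9% lack even the 6-base core TGGTCC, so matches to it in the 3′UTRs searched did not lower those genes directly. This share cannot show a further direct cause, since such genes can fall in response to other changed genes. Matches to the word outside the 3′UTR used for each gene were not counted. The unexplained ending on the siRNA name leaves open a pool with another siRNA, whose seed matches this share does not count. With a single siRNA name in the knockdown group, effects of the lost lncRNA and of such off-target matches are confounded for the remaining genes, and no rescue or further siRNA was analysed here.

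Longer matches to the lncRNA at the site of that word did not mark a wider group of fallen genes among protein-coding genes outside a gene family. A group of 75 genes with at least 12 bases matching the 20 bases around the word had a median log2 fold change of -0.18, at percentile 0.11 of random lists. But 11 of them belong to the EEF1A1 family, whose near-identical copies can share reads. The 55 protein-coding genes outside that family had a median of -0.06, at percentile 26.4, with 20 lower among 35 changed. This step set aside the family and the genes that are not protein-coding together, so the higher median cannot be put down to the family alone. The family may account for part of the low median. Whether the siRNA acts through long matches cannot be told for these genes. ATP5B, singled out after its values were seen, shares 13 bases with the site and went from 683 to 295 RPM (log2 fold change -1.21).

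The strongest positive word was TGGTGCT, with z = 6.94 against at most 4.76 in permuted genes, which argues against chance among many words. It was found in 24.1% of genes that rose, 15.2% of those not called and 14.3% of those that fell. Among genes that rose by at least 1 on the log2 scale the share was 20.8%, no larger than among all that rose. The word's reverse complement occurs in 15 annotated microRNA hairpins, 4 of them MIR29 genes. Less activity of such a microRNA, or a seed match of the control siRNA that lowers these genes in controls, are both possible explanations that stay untested. The word was not shown to account for the rise of the extracellular matrix list: its 9 genes with the word had a mean log2 fold change of 0.39 ± 0.81 and the 14 without 0.24 ± 0.37 (SD; exact permutation p = 0.551). With so few genes this decides nothing.

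Genes within 500 kb of the lncRNA did not change by a larger amount than others. The 14 tested had a median absolute log2 fold change of 0.21, at percentile 33.0 of random lists of like expression. This argues against a general cis effect on the size of change of these genes as a group. By count, 7 of the 14 changed, against 41.0% of all genes tested (limma). That count was not set against random lists. PARD6B, singled out after its values were seen, rose from 1.29 ± 0.04 to 2.79 ± 0.33 RPM (SD, n = 3; log2 fold change 1.10), and an effect on it alone stays open.

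The rise of CYP1B1 raised the question of aryl hydrocarbon receptor activity. Of 8 other targets of that receptor, 5 were tested, with a median log2 fold change of -0.19, at percentile 13.1 of random lists. They moved apart, from -1.11 for SERPINB2 to 0.36 for TIPARP, so receptor activation cannot be told apart from other causes of the rise with these genes.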
